A study of Rattus norvegicus with 87 samples. Its data were reported in "The regulatory landscape of multiple brain regions in outbred heterogeneous stock rats" (2022).

How the data were processed

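RNA-Seq had been performed on polyadenylated RNA from the lateral habenula (LHb) of Heterogeneous Stock (HS) rats, an outbred population bred from inbred founder strains. The LHb is a small nucleus of the epithalamus that was dissected by hand from frozen sections, and both sides of a rat were pooled into one sample. The rats were naive to behavioural testing and drugs.

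According to the study's methods, the authors trimmed the reads with cutadapt, estimated read counts per gene with RSEM against the Ensembl rat transcriptome, applied an upper quartile adjustment with DESeq2, and removed libraries and genes with few reads. The versions of these tools were not stated. The deposited values are on the log2 scale, after a pseudocount of 1 had been added to each adjusted estimated count. This was checked on the values: raising 2 to the power of each value and subtracting 1 gave whole numbers in every cell, so the adjusted counts had been rounded. The upper quartile over genes lay between 853 and 870 in all columns. Such a number is called a normalized count here. Scaling to a common upper quartile makes rats comparable at intermediate levels, and a difference in log2(normalized count + 1) understates the change of genes with low counts. Estimated counts divide reads between similar transcripts, so genes with near-identical copies are uncertain. The table held 145 genes whose row was the same as another gene's, in 59 sets. The study's stated gene filter (more than 1 read in at least 25% of libraries and a total of at least 100) was not met within these 81 rats by 52 genes on the first criterion and by 25 genes on the second. This was counted on scaled and rounded values. The study does not state whether its filter used these libraries alone, so these genes need not be departures from it.

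The table held no raw depth. The factor by which each library had been scaled was recovered from the empty and doubled values among its low whole numbers, by maximum likelihood, and the scaled total was divided by it. The factor was used where it was better than any other by at least 10 log-likelihood units, which held for 72 of the 81 rats. On 81 simulated libraries with known factors, 76 were resolved, and 76 of these were within 1% of the truth.

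Rats were grouped by the sex in the labels, and the rat batch was taken from the labels. All per-sample columns of the table were matched to a sample by title. Of the 87 samples in the labels, the authors had removed 6, and these were not analysed here. Replicate numbers only name the rats and do not pair them. Batch 5 held 1 kept rat, which was described and left out of the fits. The columns of the table stand in 3 consecutive alphabetical runs of rat identifiers, called column runs here. The exception is the pair of rats whose labels the authors had exchanged, male rats 8 and 9 of batch 3, which stand next to each other in reverse order in run 2. Their original labels are in alphabetical order and were used to define the runs. The labels do not say what the runs are. They were noticed after the data were examined and were used only as a technical split of the samples.

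The sex difference, the difference between rat batches and their interaction were tested with limma version 3.58.1 in R version 4.3.3 (lmFit, then eBayes with an intensity trend) on the deposited log2 values of the 80 rats in batches 2, 3, 4 and 6. Sex was adjusted for rat batch, and batch for sex. All limma tests were two-sided or F-tests, with Benjamini-Hochberg adjustment over all 17512 genes and a threshold of 0.05. On simulated data with 200 genes changed by 0.5 on the log2 scale among 17512, the sex test recovered 76.5% of the changed genes, and 6.71% of its calls were false.

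Principal components were computed from the gene-centred values of the 81 rats. The share of each of components 1 to 5 explained by sex and by batch was tested with 100000 permutations and adjusted over the 10 tests. On 2000 simulated genes, of which 200 were shifted in 1 batch, batch explained 99.3% of component 1. Between-rat variability was the residual SD of a gene after sex and batch. The spread by sex was the median over genes of log2(SD in males / SD in females) after batch means were removed, with 100 permutations of sex within batch. On 2000 simulated genes with a true value of 0.14, the recovered value was 0.13. With equal spread simulated, a value of -0.0054 had a permutation p of 0.495, against 0.98 for -0.0050 in the data. Permuted values thus spread wider in the data. The simulation therefore does not show that a value of 0.14 would be detected there. Bimodal expression was tested by a mixture of 2 normals with equal SD against 1 normal on the residuals, in genes with a mean log2 value of at least 3. A gene was counted when the BIC difference was over 10, the distance between the means was over 4 SD and the smaller part held at least 10% of rats. Of 200 simulated bimodal genes among 2000, with modes 6 SD apart, all 200 were recovered, with 0 false calls. Smaller distances were not simulated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

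The tests between groups, most alternatives and the rule for named genes were fixed before the data were examined. The alternatives fixed then were quantile normalization, a pseudocount of 8, a minimum mean log2 value of 5, a rank-based inverse normal transformation, other covariates (20 expression components, or the number of genes at 0), no batch or sex term, a robust prior, genes scaled to unit variance or 20 components removed, a distance between modes of over 3 SD, and leaving out each batch or the 2 rats whose labels the authors had exchanged. Chosen after the data were examined were the column run as a covariate and keeping 1 gene of each set with the same row. The rule named the genes with the smallest p-value in each comparison (for variability the largest SD, for components the largest loading), provided that they had a symbol. The table gives Ensembl gene identifiers without symbols, and 0 of them matched the gene table at hand. Identifiers were therefore chosen in the same order without the requirement of a symbol. The rule had asked for 5 genes, in each direction for sex. This was cut to at most 2 in each direction, or 2 in all for variability, bimodal expression and each component. For the batch test, direction was taken as batch 4 minus batch 2, a split that was not in the rule. The planned tests of listed sex-linked genes and of marker lists for choroid plexus, medial habenula, hippocampus, thalamus, oligodendrocytes and the immediate-early response need symbols and were not run. Gene positions are not used here for the same reason.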

Results

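Expression of 17512 genes was measured in the LHb of 81 HS rats, 41 males and 40 females. A further 6 samples had been removed by the authors, 3 for a low read count, 2 as expression outliers and 1 for a genotype mismatch, and were not analysed here. The kept rats came from 5 rat batches. Batch 2 held 11 males and 4 females, batch 3 held 10 males and 12 females, batch 4 held 12 males and 15 females, and batch 6 held 8 of each sex. Batch 5 held 1 female.

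The scaled total ranged from 16.2 to 20.2 M normalized counts per rat, where M is 1000000 counts. The total before scaling could be recovered for 72 rats. It was 18.97 ± 5.72 M (SD, n = 72) and ranged from 5.74 to 50.5 M. The lowest total was that of male rat 25 of batch 3. Recovered totals were 18.4 ± 4.79 M in males (SD, n = 39) and 19.7 ± 6.66 M in females (SD, n = 33), a difference smaller than the spread within either sex. The SD in females is widened by the highest total, 50.5 M in female rat 32 of batch 4. The other 9 rats gave no clear factor, and their depth is unknown. Of all values, 3.65% were listed at 0, and 14130 genes were above 0 in every rat. The number of genes listed at 0 ranged from 296 to 1661 per rat, with a median of 540, and 9 rats had over 1000. The correlation of log2 values between any 2 rats lay between 0.927 and 0.981 across genes, which are not independent replicates. The columns of the table fell into 3 alphabetical runs of rat identifiers, except that the 2 rats whose labels the authors had exchanged stood in reverse order in run 2. All of batch 2 stood in run 1 and all of batches 4, 5 and 6 in run 3, whereas batch 3 was divided between run 1 (7 rats), run 2 (12 rats) and run 3 (3 rats).

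**Figure D1:**
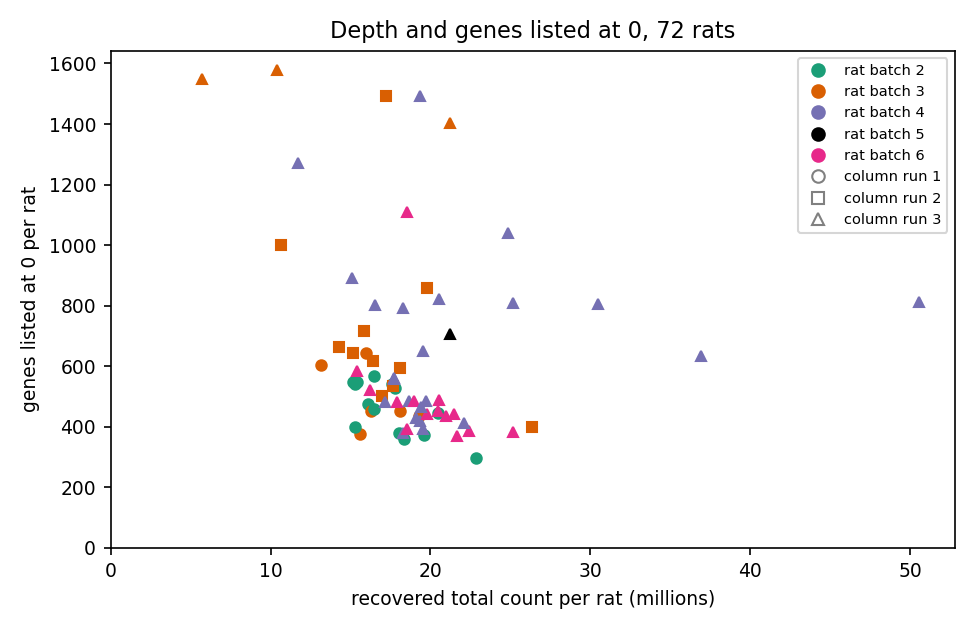
Genes listed at 0 (y axis, number of genes) against the recovered total count (x axis, in M) for the 72 rats with a recovered total, 1 point per rat, coloured by rat batch and shaped by column run. Rats with over 1000 genes at 0 lie at low as well as intermediate totals.

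The first comparison asked which genes differed between males and females. With limma and rat batch as a covariate, 23 genes had an adjusted p under 0.05, of which 11 were higher in males and 12 in females. At an unadjusted p under 0.05 there were 882 genes, which is 5.04% of those tested. The number of genes fell to 7 when 20 expression components were added as covariates. ENSRNOG00000060496 was higher in males by 8.58 on the log2 scale (SE 0.115, limma adjusted p 2.0e-71), at 9.20 ± 0.28 in males (SD, n = 41) and 0.56 ± 0.67 in females (SD, n = 40). No female exceeded 3 normalized counts, so the mean of the males was at least 195-fold higher. ENSRNOG00000060617 was higher in males by 7.93 (SE 0.113, limma adjusted p 7.6e-70), at 8.23 ± 0.41 against 0.31 ± 0.54. ENSRNOG00000051257 was lower in males, with a difference of -8.27 (SE 0.155, limma adjusted p 9.2e-61). Its levels were 1.02 ± 0.86 in males and 9.34 ± 0.78 in females. ENSRNOG00000060793 differed by only -0.60 (SE 0.0205, limma adjusted p 8.6e-41), at 11.27 ± 0.09 in males and 11.87 ± 0.10 in females, yet the sexes did not overlap. There were 6 such genes without overlap, 4 higher in males and 2 higher in females, and in each of them every rat lay on the side of its label. Chance would part 41 and 40 rats completely in a share of 9.4e-24 of genes.

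**Figure D2:**
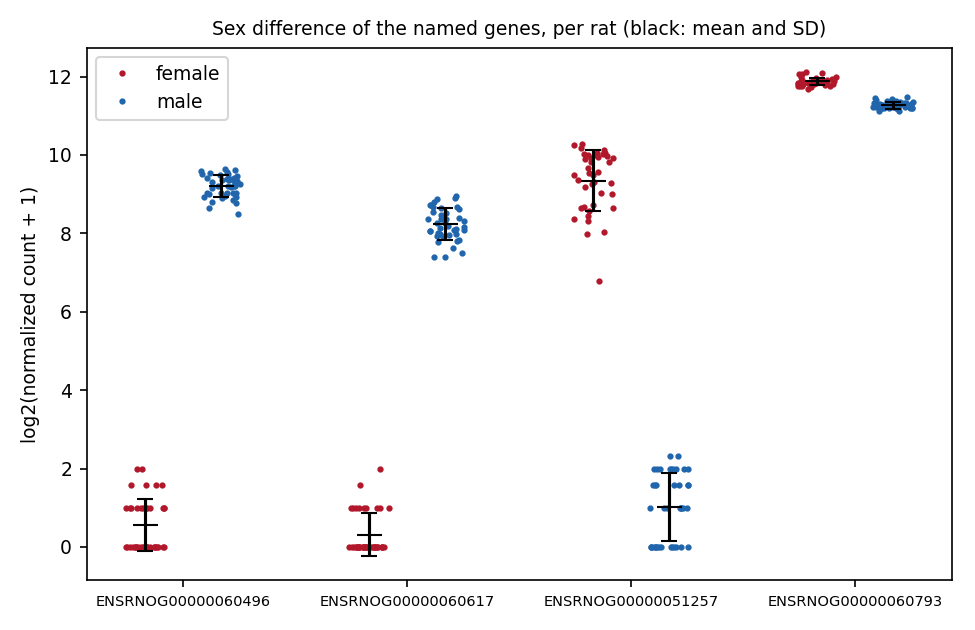
Log2(normalized count + 1) (y axis) of the 4 genes named for sex (x axis) in each of 41 males and 40 females, with the mean and SD in black. The sexes do not overlap in any of the 4 genes, although the difference for ENSRNOG00000060793 is only -0.60.

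The 23 genes were also fitted within each batch and column run. All 23 had the same direction in each of batches 2, 3, 4 and 6 and in each column run. They had been chosen on the same rats pooled, so a shared direction is partly set by that choice. Of the 23, 9 passed the threshold in batch 2, 9 in batch 3, 13 in batch 4 and 11 in batch 6, and 12, 8 and 15 passed it in runs 1, 2 and 3. Batch 4 and run 2 each called 1 further gene. A test of whether the sex difference itself varied between batches found 0 genes at an adjusted p under 0.05 and 306 at an unadjusted p under 0.05, which is 1.75% of genes. Chance alone would give a share of 0.05, so fewer genes passed than by chance. The power of this test was not simulated, and its 0 genes do not show that the sex difference was the same in all batches.

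The size of differences among rats was compared between the sexes. After batch means were removed, the median over genes of log2(SD in males / SD in females) was -0.0050, and the two-sided permutation p within batches was 0.98. The sign of this value reversed under 4 alternatives, and no alternative gave a difference beyond the permutations. Permuted values spread widely: without batch 2, a value of 0.0213 had a two-sided permutation p of 0.84. A difference in spread of this size is therefore not excluded.

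The next comparison asked how far expression differed between rat batches. With sex as a covariate, 11444 genes (65.3%) had an adjusted p under 0.05 in the limma F-test. The count fell to 6180 when the column run was added as a covariate, an alternative chosen after the data were examined. Between pairs of batches, the count was 1058 for batches 4 and 6, 1303 for batches 2 and 3, 5930 for batches 2 and 4, 7417 for batches 2 and 6, 9606 for batches 3 and 4, and 10373 for batches 3 and 6. The smallest counts depended on the processing. Across alternatives, that of batches 4 and 6 ranged from 292 with the number of genes at 0 as a covariate to 1924 without batch 3. That of batches 2 and 3 ranged from 0 with column run as a covariate, where 1613 had an unadjusted p under 0.05, to 1395 without batch 4. Most differences were small. The median absolute difference over all genes was 0.17 on the log2 scale between batches 2 and 4 and 0.28 between batches 3 and 6. With column run as a covariate, these medians rose to 0.31 and 0.34, although fewer genes passed. The median also rose for batches 2 and 6 (0.22 to 0.39) and 3 and 4 (0.22 to 0.26). It fell for batches 2 and 3 (0.116 to 0.102) and stayed at 0.112 for batches 4 and 6. Batch 2 shares no column run with batches 4 and 6, so that fit compares them only through batch 3. The lower count therefore does not show that the run took up the differences.

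ENSRNOG00000027791 was at 7.58 ± 0.86 in batch 2 (SD, n = 15) and was listed at 0 in all 27 rats of batch 4. The p-values of the next 3 genes are those of the contrast of batch 4 with batch 2. ENSRNOG00000060293 fell from 9.90 ± 0.25 to 8.78 ± 0.31, a fitted difference of -1.10 (SE 0.0989, limma adjusted p 6.3e-14). ENSRNOG00000053946 rose from 2.92 ± 0.63 to 5.08 ± 0.34, a fitted difference of 2.20 (SE 0.213, limma adjusted p 7.0e-13). ENSRNOG00000002863 rose from 9.65 ± 0.64 to 10.81 ± 0.43, a fitted difference of 1.15 (SE 0.16, limma adjusted p 4.3e-08). With column run as a covariate, each of these 4 genes kept its direction but none had an adjusted p under 0.05 in this contrast.

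Batches and column runs could be parted where they crossed. Within run 1, batches 2 (n = 15) and 3 (n = 7) differed in 0 genes at an adjusted p under 0.05, and in 1507 at an unadjusted p under 0.05. Within batch 3, runs 1 (n = 7) and 2 (n = 12) differed in 4020 genes. Within run 3, batches 4 (n = 27) and 6 (n = 16) differed in 1754 genes, and in 198 with the number of genes at 0 as a covariate. In batch 3, ENSRNOG00000027791 was at 7.05 ± 0.93 in run 1 and 8.10 ± 0.58 in run 2, but was listed at 0 in the 3 rats of run 3. In the 2 x 2 table of run and presence in batch 3, Fisher's exact test gave p = 0.00065, for a gene picked because it differed between batches.

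**Figure D3:**
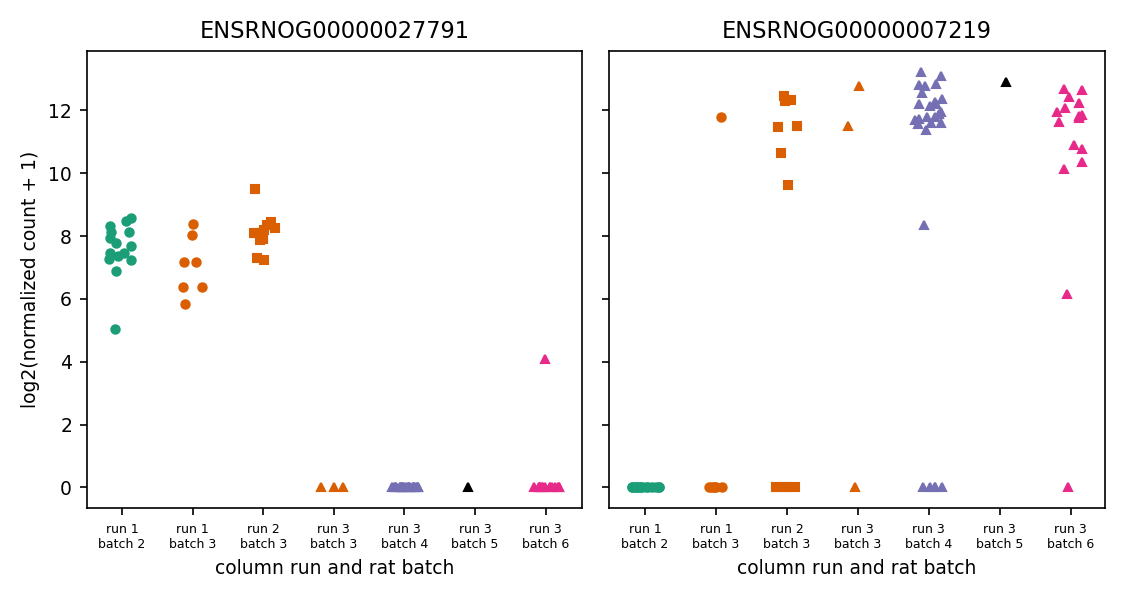
Log2(normalized count + 1) (y axis) of ENSRNOG00000027791 and ENSRNOG00000007219 in each of the 81 rats, by column run and rat batch (x axis), coloured by batch and shaped by run. The first gene is listed at 0 in the 3 rats of batch 3 in run 3, and the second is at 0 in all 15 rats of batch 2.

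Principal components were computed because the study used them to remove outliers and as covariates. Component 1 held 14.9% of the variance, component 2 held 5.99%, and the first 20 together held 57.0%. Rat batch explained 72.1% of component 1 and 34.2% of component 2, each with an adjusted permutation p of 3.3e-05. It explained 17.5% of component 3 (adjusted permutation p 0.00385). Column run was not tested on the components and nearly coincides with batch. These shares can therefore not be credited to batch rather than run. Sex explained 0.984% of component 1 (adjusted permutation p 0.478) and 36.996% of component 4 (adjusted permutation p 3.3e-05). These smallest p-values are bounded by the 100000 permutations. When genes were scaled to unit variance, no component among the first 5 was explained by sex to more than 1.06%. The largest loadings on component 1 were those of ENSRNOG00000007219 and, with the opposite sign, ENSRNOG00000027791. On component 2 they were those of ENSRNOG00000039783 and ENSRNOG00000050864.

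**Figure D4:**
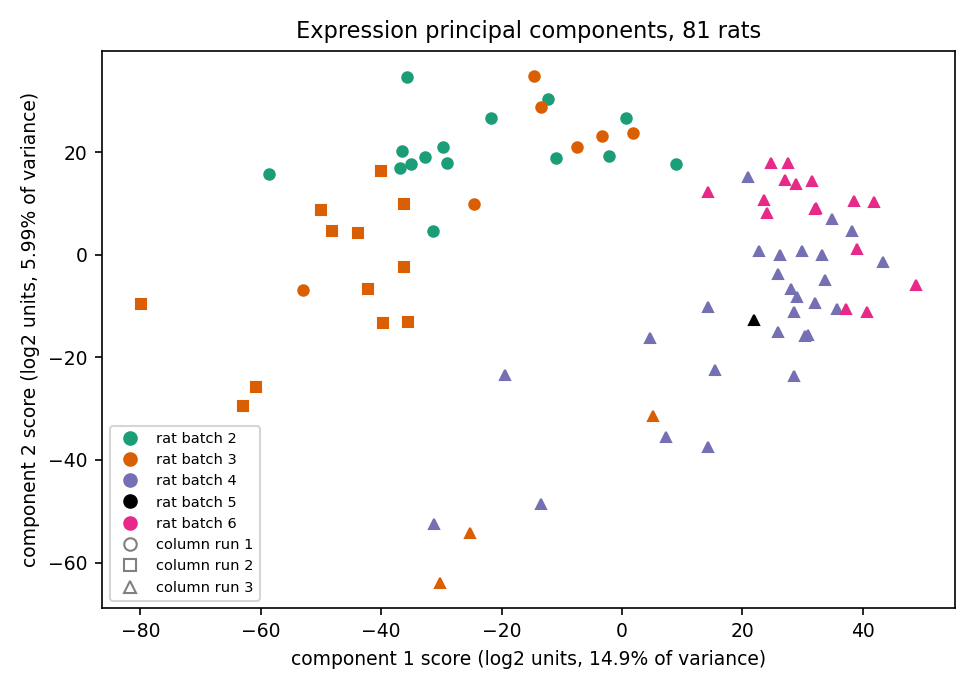
Scores on component 1 (x axis, 14.9% of variance) and component 2 (y axis, 5.99%) in log2 units for each of the 81 rats, coloured by rat batch and shaped by column run. Batches 4 and 6 lie mostly to the right of batches 2 and 3. All rats of batches 4 and 6 stand in column run 3.

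Variability between rats was described because it is what the study mapped to genotype. The residual SD after sex and batch had a median of 0.28 over genes, with quartiles of 0.18 and 0.58 on the log2 scale. It was 0.22 for the 13360 genes with a mean log2 value of at least 5 and 0.95 for the others. Removing 20 components lowered the median over all genes to 0.17. The most variable genes with a mean of at least 5 were ENSRNOG00000030704 (residual SD 4.49, listed at 0 in 32 of 80 rats, at most 10.55) and ENSRNOG00000007219 (residual SD 4.38, listed at 0 in 33 of 80 rats, at most 13.24). ENSRNOG00000007219 was listed at 0 in all 15 rats of batch 2 but above 0 in 22 of the 27 rats of batch 4.

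Bimodal expression was found in 103 of 15117 genes (0.681%), against 0 in as many simulated normal genes. The simulated values were continuous and had no floor at 0. They therefore cannot show how many calls low counts or values at 0 alone would give. The distance between the modes had a median of 4.76 SD, and the smaller mode held a median of 18.8% of rats. The count was 16 when 20 components were removed. The gene with the largest residual SD among them was ENSRNOG00000030704, with modes 6.64 SD apart and 42.5% of rats in the smaller. It was followed by ENSRNOG00000050864, with modes 5.87 SD apart and 47.6% of rats in the smaller.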

Values the study reported

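The study described 5 brain regions in 88 HS rats, 43 male and 45 female. It gave a mean of 26.7 M raw reads per sample, and a mean RNA integrity number of 8.94 ± 0.88 for the LHb. It counted between 16 456 and 16 814 expressed genes per region, and found cis-eQTLs for 20% to 24% of them. The first 20 expression components were among its 28 covariates for mapping.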

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

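Sets of 4 to 10 rats of 1 sex and 1 batch were searched for a rat far from its nearest neighbour, over 54 sets of values. There were 5 such rats or genes, where chance gives 2.7. The explanations tried for them were chosen after the values were seen. No biological explanation was tested, since each concerns a single rat.

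Female rat 10 of batch 6 had 1110 genes listed at 0, while the other 7 females of that batch had between 386 and 576. Its recovered total of 18.5 M counts was not low among them. Other females of the batch with recovered totals of 17.9 and 18.5 M had 482 and 394 genes at 0. Between depth and the number of genes at 0, Spearman's rho was -0.268 over the 72 rats with a recovered total, but -0.741 within batch 6 (n = 14, permutation p 0.00329, adjusted 0.0105), where Pearson's r was -0.394 (permutation p 0.176, adjusted 0.263). Depth therefore stays open for the batch, and for this rat the quality of the library was not tested.

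Male rat 7 of batch 6 had ENSRNOG00000027791 at 4.09, whereas the other 7 males of its batch were listed at 0. It was the only rat of column run 3 above 0 for this gene. No test bears on this rat.

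ENSRNOG00000053946 stood out in 2 rats. Male rat 20 of batch 3 was at 5.93, above the range of 2.81 to 4.17 in the other 9 males. It belongs to column run 3, in which batch 4 had a mean of 5.08, but male rat 25 of the same batch and run was at 3.46, within the range of the others. Male rat 25 had the lowest recovered total, 5.74 M, and a scaling factor of 3.18, so its low value rests on few reads. With both rats included, batch 3 was at 4.57 ± 1.25 in run 3 (SD, n = 3). It was at 2.92 ± 0.71 in run 1 (SD, n = 7) and 3.19 ± 0.84 in run 2 (SD, n = 12). No test bears on male rat 20. Female rat 27 of batch 6 was at 3.58, below the range of 4.70 to 5.43 in the other 7 females, and no test bears on it. ENSRNOG00000060617 was at 1 in female rat 14 of batch 2 and at 0 in the other 3 females. A log2 value of 1 is a single normalized count, which needs no explanation beyond counting.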

How the results depend on the processing

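The sex difference kept its count within 1.5 times under 14 of 15 alternatives, with 17 to 30 genes. Of the alternatives here and below, the column run as a covariate and keeping 1 gene of each set with the same row were chosen after the data were examined. The exception was the fit with 20 expression components as covariates, with 7 genes. The components take up sex: 96.5% of the variance of the sex label lay in the first 20 components, against 25% for as many random directions, and 3.49% of the sex term was left in that fit. The 4 genes named for sex kept their direction and an adjusted p under 0.05 wherever they were tested.

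The count of genes that differed between batches stayed within 1.5 times under 12 of 13 alternatives, from 8737 to 12261. It was 6180 with the column run as a covariate. The run nearly coincides with the batch, so that fit also has less information on batch. The lower count alone therefore does not show that the run took up the batch differences. For the interaction of sex and batch, 6 of 7 alternatives gave 0 genes and a pseudocount of 8 gave 1; the cause was not tested.

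Batch explained between 55.1% and 73.0% of component 1 under its 4 alternatives, always past the threshold. None of these alternatives took column run into account. The median residual SD was 0.259 with a pseudocount of 8, which shrinks low values by construction, 0.225 with a mean log2 value of at least 5, which leaves fewer noisy genes, and 0.173 with 20 components removed. The other 2 alternatives moved it by less than 1 bootstrap SD. Bimodal genes numbered 47 with the pseudocount of 8, 33 with the higher minimum, where fewer genes were tested, and 16 with 20 components removed; for the first and the last the cause was not tested. The other 3 alternatives gave 84 to 154.

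The median log2 ratio of SD between the sexes changed sign under 4 alternatives. It was 0.0160 with a mean log2 value of at least 5, 0.0426 with 20 components removed, 0.0213 without batch 2 and 0.0087 without batch 6. Each of these was within the range of permuted labels, so the sign of the reported value carries no information.

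Pairs of batches moved in 11 cases. For batches 4 and 6 the count was 292 with the number of genes at 0 as a covariate, 1597 with column run, 1806 with the rank-based transformation and 1924 without batch 3. For batches 2 and 3 it was 339, 0 (1613 at an unadjusted p under 0.05) and 638 under the first 3 of these, and 773 without batch 6. Column run also lowered batches 2 and 4 to 3238, batches 3 and 4 to 4340 and batches 3 and 6 to 6875. The causes were not tested. Among single genes, directions and components, 5 further results became weaker and 8 moved. The alternatives listed for listed sex-linked genes and marker lists were not run, because no identifier could be given a symbol. No paired analysis was possible because the replicate numbers only name the rats. The median residual SD was 0.95 for genes with a mean log2 value under 5 and 0.22 for the others; how far depth sets this was not tested.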

Other observations

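The explanations in this part were tried after the patterns had been seen; only the tests of the score between run 3 and the other runs together, of the spread of residuals, of the partner genes and of the slopes were laid down before their own results were known.

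Random splits of the rats were compared with the real ones. For sex, 2 of 100 splits gave as many genes, the real one included, and for batch 1 of 100. Within batch 3, 1 of 100 splits gave as many genes as the 3 column runs and 1 of 100 as many as runs 1 and 2. For batches 4 and 6 within run 3 it was 1 of 100. The interaction and batches 2 and 3 within run 1 had 0 genes (306 and 1507 at an unadjusted p under 0.05), so all 100 splits gave as many by definition and carry no information.

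Much of the difference between rat batches may come from a processing step that the column runs reflect, which is a hypothesis. A score was built from 1000 genes that best part batch 2 (score 0) from batches 4 and 6, without using batch 3. In run 3, batch 4 scored 0.942 ± 0.240 (SD, n = 27) and batch 6 scored 1.098 ± 0.0984 (SD, n = 16). Batch 3 rats scored 0.254 ± 0.354 in run 1 (SD, n = 7), -0.152 ± 0.326 in run 2 (SD, n = 12) and 0.476 ± 0.263 in run 3 (SD, n = 3). In run 3, batch 3 thus lay below the means of batches 4 and 6, where the run alone would give 1 level. The score was fitted to batches 4 and 6 and not to batch 3, so this gap cannot decide against the run. Run 3 exceeded runs 1 and 2 together by 0.478 (two-sided exact permutation p 0.0325). The 3 rats of run 3 had 1511 ± 93.4 genes at 0 (SD, n = 3). Batch 3 rats had 477 ± 105 in run 1 (SD, n = 7) and 807 ± 394 in run 2 (SD, n = 12). The score was not adjusted for this, so run and library quality cannot be told apart in the contrasts with run 3. Among the 3 pairs of runs, run 3 exceeded run 2 by 0.627 (two-sided exact permutation p 0.0044, adjusted 0.0132) and run 1 exceeded run 2 by 0.406 (exact permutation p 0.0137, adjusted 0.0205), whereas run 3 exceeded run 1 by 0.222 (exact permutation p 0.367, adjusted 0.367), with 4 of the 7 rats of run 1 above the lowest rat of run 3. The rat batch alone would give 1 score to batch 3, so these values argue against it, as do the 4020 genes that differed between runs 1 and 2 within batch 3. They do not part run 3 from run 1. Against the run alone stand the 1754 genes that differed between batches 4 and 6 within run 3, a count that was 198 with the number of genes at 0 as a covariate. Over all rats, that covariate left 10732 genes between batches, which argues against it as the whole source. The counts with it were 6137 for batches 2 and 4, 7618 for batches 2 and 6, 9415 for batches 3 and 4 and 9502 for batches 3 and 6, close to those without it. They were 292 for batches 4 and 6 and 339 for batches 2 and 3, so for these pairs library quality stays open. Quantile normalization left 11484 genes, which argues against the authors' scaling between libraries. Between runs 1 and 2 of batch 3, recovered totals were 16.4 ± 2.13 M (n = 6) and 17.1 ± 3.87 M (n = 11), with a two-sided exact permutation p of 0.72, so depth is an unlikely source of the 4020 genes. With the number of genes at 0 as a covariate, 2210 genes still passed. A biological difference between batches, such as relatedness, was not tested and stays open. Between runs 1 and 2 together and run 3, 9 genes had no overlap at all, where chance gives a share of 2.6e-23 of genes.

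The number of genes at 0 per rat was compared with 2 measures, in a family of 16 relations. With the recovered total, Pearson's r was -0.161 (permutation p 0.169, adjusted 0.263) and Spearman's rho -0.268 (permutation p 0.0241, adjusted 0.0551) over 72 rats, and r was -0.322 without the 2 farthest rats. Within batches, rho was -0.722 in batch 2, -0.409 in batch 3, 0.0563 in batch 4 and -0.741 in batch 6 (adjusted permutation p 0.012, 0.151, 0.797 and 0.0105). In batch 2, Pearson's r was -0.686 (permutation p 0.00527, adjusted 0.0192), and in batch 6 it was -0.394 (permutation p 0.176, adjusted 0.263). Depth therefore fits the pattern in batch 2, stays open in batch 6 and is not the whole source over all rats. With the spread of residuals over 4405 genes of intermediate level, r was 0.51 (permutation p 5.0e-05, adjusted 4.0e-04) and rho 0.487 (permutation p 1.0e-05, the smallest they can give, adjusted 5.3e-05) over 80 rats, and r was 0.584 without the 2 farthest. Within runs, rho was 0.0797 in run 1, 0.468 in run 2 and 0.763 in run 3 (adjusted permutation p 0.769, 0.211 and 5.3e-05). The 0.5 set beforehand was for Spearman's rho, which fell short, whereas Pearson's r exceeded it. A loss of library complexity therefore cannot be told apart from other sources.

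Some genes switched between exactly 0 and a high level. There were 52 genes at 0 in at least 8 rats and at a log2 value of at least 7 in at least 8 others, and 25 of these were among the bimodal genes. For 21 of them, another gene lost about as many normalized counts as the switching gene gained, with a slope between -1.5 and -0.5 and a correlation under -0.6 after sex, batch and run were removed. Without the limit on the slope, 25 genes had 60 partners, of which 32 had a slope in that range. In 20 shuffles of rats within batch and run, 0 genes had such a partner. A partner for most of the 52 genes had been predicted, and that was not met. A candidate explanation is that the estimation step assigned the same reads to either of 2 near-identical genes. For the remaining 31 genes it cannot be told apart from true absence, because a partner may lie outside the table. A variant carried by some HS rats that moves reads from one copy to the other would give the same picture and was not tested.

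Gene pairs with opposite levels were also searched for. Among 15075 genes, 10 pairs had a correlation under -0.8 after sex, batch and 20 components were removed, against 0 after shuffling and 439 pairs above 0.8. The partner's count changed with a median slope of -0.988 per count gained, which is consistent with shared reads for the 8 pairs with slopes between -1.5 and -0.5; the other 2 were steeper. ENSRNOG00000030704, the most variable gene above, had an SD of 4.52 and its partner ENSRNOG00000001738 an SD of 0.33. For ENSRNOG00000050374 and ENSRNOG00000049895 these were 4.29 and 1.07. The pairs were chosen for opposite levels, so only the size of the slope bears on shared reads.

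Bimodal expression was also compared with the column run. Of the 103 genes, 71 were still bimodal after run means were removed, which argues against the run as the whole source. No biological explanation was tested, since genotypes were not used here.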
